A study of Arabidopsis thaliana with 30 samples.

How the data were processed

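Expression was measured by RNA sequencing of systemic Arabidopsis leaves in 30 libraries, 10 groups of 3, with groups and replicate numbers taken from the sample titles. Per the labels' protocols, RNA was extracted with RNeasy columns and made into standard Illumina libraries. The aligner, its version, the genome build, the annotation and strand use are not stated. The deposited files, 1 per library, have the columns of a Cufflinks tracking file and hold FPKM per gene with lower and upper confidence bounds and a status, per the file headers. FPKM is already scaled to library size and gene length by the authors, so the values are not counts. Each file lists 32826 rows. Left out were 2 gene identifiers listed more than once and 2 genes whose status was not OK in 1 library, which left 32820 genes.

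Depth was estimated from the files. The confidence bounds imply a number of fragments for each value, and their sums lie between 10.9 M and 13.3 M per library. Among values of at most 10.5 implied fragments, 46.9% to 50.9% came out as whole fragments and the others did not. Counts were therefore not taken as recovered, and count models were not used. Low genes are the least precise: 10688 to 11538 genes per library are listed at 0, and for short genes a listed 0 can be a failed estimate. Reads shared between near-identical genes or overlapping genes may be divided by rules that are not stated, which makes small RNA genes and close paralogs uncertain.

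Gene starts were converted from 0-based to 1-based positions. The gene identifiers were matched to the RefSeq table of the TAIR10 assembly by locus tag: 99.1% matched, and of these 99.9% had identical boundaries. Symbols come from the files, else from that table, and for genes of the lists from the list. Biotypes come from the table.

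The design fixed before the data were examined named a count model first and, for FPKM files, the model used here. Values were transformed as log2(FPKM + 1), genes with a mean of at least 1 FPKM over the 30 libraries were kept (17491), and all 10 groups were fitted together in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes without trend or robust options, 20 residual degrees of freedom). Tests were two-sided, with Benjamini-Hochberg adjustment within each of 16 comparisons and a threshold of 0.05. The comparisons were waterlogged leaves against time-matched controls, waterlogged leaves against 0 min, later controls against 0 min, the genotype labels at each shared condition, and the interaction of genotype and waterlogging at 60 min. Tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

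Gene lists for core hypoxia, early responses to ROS and mechanical stimuli, jasmonate, abscisic acid and the circadian clock were written before the data were examined. They were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 24 pairs of list and comparison, and with fry. Further marker lists for iron deficiency, dark or low sugar, light and the clock were written later, as the closing observations state. They were adjusted over 14 pairs.

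Genes were named by a rule fixed in advance. For each time-matched comparison and the interaction these were up to 3 genes with the largest rise and up to 3 with the largest fall among those past the threshold with a mean of at least 5 FPKM. For the time-matched comparisons the groups compared also had not to overlap, which the rule did not ask of the interaction. For comparisons of controls over time and of genotype labels up to 2 in each direction were named by the rule of the time-matched comparisons. In addition 13 genes were always named.

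The scripts were tested on simulated libraries made from the means and spread of the 17491 genes. Of 200 genes changed by 1 on the log2 scale 97% were recovered, with 3.27% false calls among the called genes, and the most calls in any of 20 simulations without change was 1.

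Alternatives tried were fits of only the groups compared, the replicate number as a block, leaving out each library in turn, a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, quantile normalization, and for lists an estimated correlation and fry. Chosen after seeing the data were eBayes with trend and robust options, a term for the residual rRNA split, and protein-coding nuclear genes scaled to equal totals. Alternatives planned for counts only did not apply to FPKM. No scaling moved the median log2 fold change of all genes beyond 0.0906.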

Results

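RNA was sequenced from systemic leaves of Arabidopsis thaliana, that is, leaves distant from the flooded roots, after roots were waterlogged or left untreated. The 30 libraries fell into 10 groups of 3. Wild-type plants (WT, accession Col-0) gave untreated controls at 0, 10, 30 and 60 min and waterlogged leaves at 10, 30 and 60 min. Plants labelled rbohD, a mutant of the respiratory burst oxidase gene RBOHD, gave controls at 0 and 60 min and waterlogged leaves at 60 min. The values were gene-level FPKM (fragments scaled to gene length and to the number of mapped fragments). The size of the authors' confidence intervals implied between 10.9 M and 13.3 M fragments per library, and the worth of 1 fragment in low genes put the relative depth between 0.861 and 1.08. Libraries of a group resembled each other: Pearson correlations across genes of log2(FPKM + 1) ranged from 0.974 to 0.988 between replicates, and at most 0.00916% of the nonzero values of any replicate pair were identical, so all 30 libraries were counted separately. Of 32820 genes, 17491 had a mean of at least 1 FPKM and were tested. Fold changes are on the log2(FPKM + 1) scale, which understates changes of low genes.

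The targeted gene, RBOHD (AT5G47910, chromosome 5, 19397041 to 19402061, protein coding), was examined first as a check of the genotype labels. It was not lower in the libraries labelled rbohD at 0 min: RBOHD stood at 17.4 ± 0.261 FPKM in WT (mean ± SD, n = 3 here and below) and at 20.99 ± 0.882 FPKM in the libraries labelled rbohD, a log2 difference of 0.25 (SE 0.06, limma adjusted p 0.00383), although a fit with the residual rRNA batch described below left this difference short of the threshold (0.21, adjusted p 0.29). In the 60 min controls RBOHD was lower in the libraries labelled rbohD, at 12.8 ± 0.379 against 23.4 ± 1.97 FPKM (log2 difference -0.82, SE 0.06, adjusted p 3.55e-10). In the waterlogged leaves at 60 min the genotypes did not differ, at 13.5 ± 1.95 and 13.5 ± 0.259 FPKM (adjusted p 0.951). The lowest value of any library labelled rbohD was 11.9 FPKM, with an authors' interval from 11.1 to 12.8. The label was therefore not borne out by the level of RBOHD, and every statement on rbohD below concerns libraries labelled rbohD. The files hold gene-level values, so whether a disrupted transcript was counted could not be examined. In WT, waterlogging raised RBOHD to 32.3 ± 0.468 FPKM at 10 min from 16.0 ± 0.709 in the matched controls (log2 fold change 0.97, SE 0.06, adjusted p 1.06e-10) and to 48.8 ± 0.544 from 20.5 ± 0.247 FPKM at 30 min (1.21, SE 0.06, adjusted p 5.96e-13). At 60 min RBOHD was lower in waterlogged WT leaves than in their controls (-0.75, SE 0.06, adjusted p 3.6e-09).

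**Figure D1:**
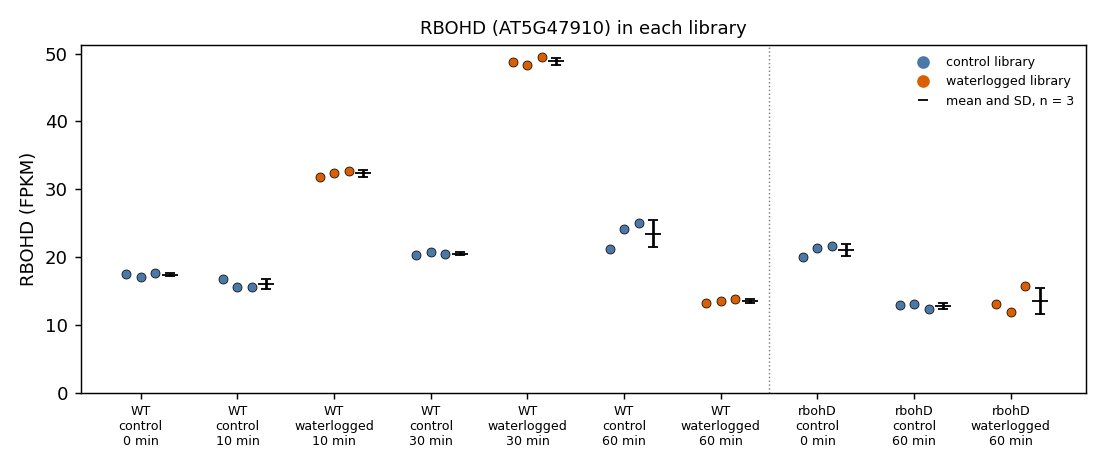
RBOHD in FPKM in each of the 30 libraries (points), with the mean and SD of each group of 3 beside them. The libraries labelled rbohD lie between 11.9 and 21.7 FPKM, and 5 of the 9 lie under the lowest WT library, at 13.29 FPKM.

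The libraries also differed in residual ribosomal RNA. The nuclear 18S rRNA gene AT3G41768 stood between 1473 and 2640 FPKM in 20 libraries and between 4050 and 5754 FPKM in the other 10. Those 10 were all 9 libraries labelled rbohD and WT waterlogging 60 min replicate 3. This split nearly coincides with the genotype labels. Comparisons within WT at 10 and 30 min, and comparisons among libraries labelled rbohD, lie within a side of the split. Comparisons between the genotypes do not, and within a side no comparison of the genotypes with replicates could be made.

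**Figure D2:**
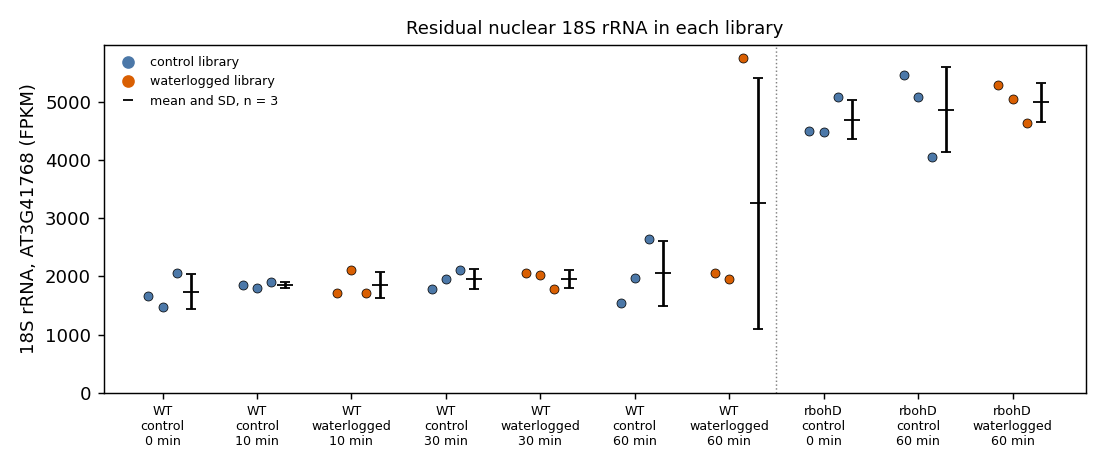
FPKM of the nuclear 18S rRNA gene AT3G41768 in each library (points), with the mean and SD of each group of 3. The 9 libraries labelled rbohD and WT waterlogging 60 min replicate 3 lie at or above 4050 FPKM, and the other 20 libraries at or below 2640 FPKM.

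The first question was how the transcriptome of systemic WT leaves differs from time-matched controls after waterlogging of the roots. At 10 min, 875 genes passed an adjusted p of 0.05, 724 higher and 151 lower. At 30 min there were 2078, 1361 higher and 717 lower. At 60 min there were 5196, 2566 higher and 2630 lower. Changes of at least 2-fold were fewer, with 153, 304 and 246 genes. The median log2 fold change over all tested genes stayed between -0.02 and 0.01. Of these counts the one at 10 min moved most under another setting: a fit of only the 6 libraries compared called 660 genes. The balance of higher and lower calls at 30 min depended on scaling, since quantile normalization gave 1298 higher and 1187 lower. In 21.8% of genes at 10 min, 29.55% at 30 min and 45.03% at 60 min the 3 waterlogged libraries did not overlap the 3 controls, where 10% is the share by chance. The calls at 10 and 30 min shared 758 genes, where independent calls would share 103.95, and 729 of them had the same direction. The calls at 30 and 60 min shared 1334 genes, of which 1018 had the same direction and 274 were higher at 30 min and lower at 60 min. Leaving out any 1 library gave between 4390 and 4624 called genes at 60 min, with 4472 without WT waterlogging 60 min replicate 3, which carries the high rRNA level.

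**Figure D3:**
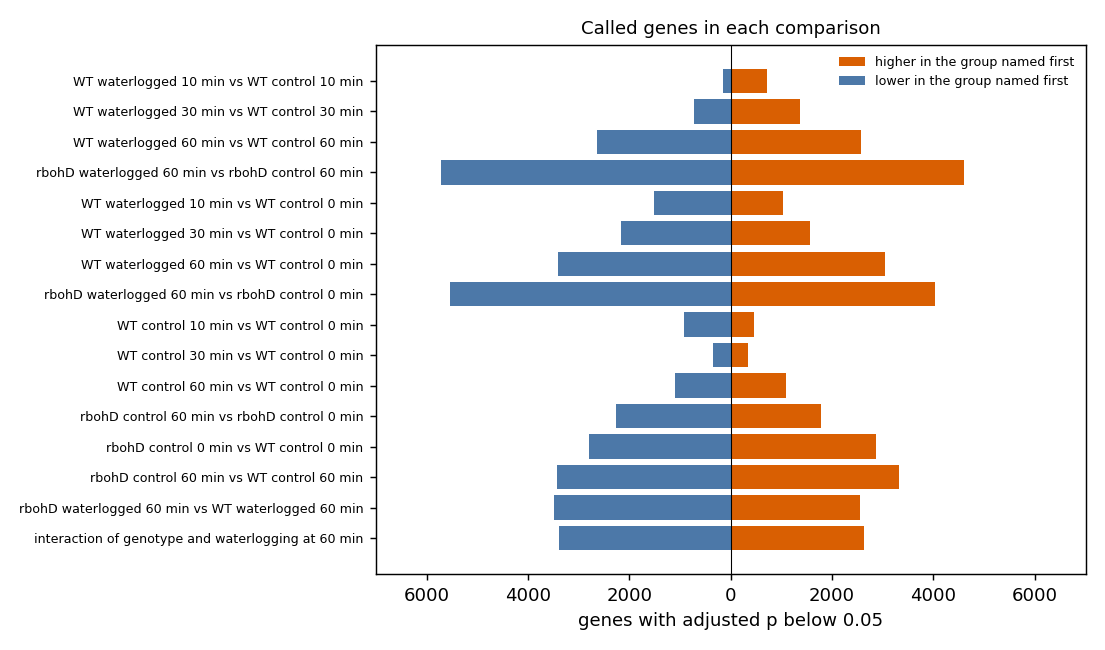
Number of genes with a limma adjusted p under 0.05 in each of the 16 comparisons, drawn to the right when higher and to the left when lower in the group named first. Counts range from 685 for WT control 30 min against 0 min to 10328 for waterlogging at 60 min in libraries labelled rbohD.

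Among genes with a mean of at least 5 FPKM and no overlap between the groups, ERF105 (AT5G51190, chromosome 5, 20800473 to 20801437, protein coding) rose most among protein-coding genes at 10 min, from 2.24 ± 0.471 to 46.1 ± 1.24 FPKM (log2 fold change 3.87, SE 0.22, adjusted p 3.84e-12). Larger fitted values belonged to short small nuclear RNA genes. U1.5 (AT1G08115, chromosome 1, 2538074 to 2538238) was listed at 0 in all 3 controls and at 72.8 ± 6.71 FPKM after waterlogging, and U1.6 (AT3G01715, chromosome 3, 1681816 to 1681977) at 0 and at 45.2 ± 55.8 FPKM. The small nucleolar RNA gene AT4G39363 (chromosome 4, 18305256 to 18305375) was listed at 0 after waterlogging and at 662 ± 163 FPKM in the 10 min controls. A value of 0 for such short genes can be a failed estimate, so no fold change is given. AT1G67105 (noncoding RNA, chromosome 1, 25057479 to 25058264) fell from 29.7 ± 1.27 to 6.19 ± 1.17 FPKM (-2.10, SE 0.16, adjusted p 1.66e-09), and BGL2 (AT3G57260, chromosome 3, 21188397 to 21189967) from 10.7 ± 1.13 to 3.26 ± 0.519 FPKM (-1.45, SE 0.09, adjusted p 6.32e-11).

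At 30 min ERF105 rose again, from 0.436 ± 0.755 to 72.6 ± 3.78 FPKM (5.80, SE 0.22, adjusted p 5.89e-16). PHI-1 (AT1G35140, chromosome 1, 12851983 to 12853235) rose from 11.4 ± 0.233 to 158 ± 8.31 FPKM (3.68, SE 0.09, adjusted p 5.3e-19), and AT1G07135 (chromosome 1, 2189877 to 2190784) from 3.40 ± 0.897 to 46.8 ± 1.32 FPKM (3.46, SE 0.21, adjusted p 6.09e-12). The largest falls were in MRD1 (AT1G53480, chromosome 1, 19963047 to 19964712), from 4.70 ± 0.658 to 0.426 ± 0.217 FPKM (-2.00, SE 0.23, adjusted p 5.3e-07), the long noncoding RNA AT1G04977 (chromosome 1, 4368980 to 4369617), from 14.5 ± 4.06 to 4.93 ± 0.455 FPKM (-1.35, SE 0.32, adjusted p 0.00415), and AT1G48100 (chromosome 1, 17766738 to 17769951), from 25.995 ± 1.08 to 9.91 ± 0.249 FPKM (-1.31, SE 0.07, adjusted p 1.73e-13).

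At 60 min the largest rises were in AT1G72416 (chromosome 1, 27258747 to 27260521), from 8.52 ± 1.26 to 47.3 ± 0.494 FPKM (2.35, SE 0.16, adjusted p 7.91e-11), MIOX2 (AT2G19800, chromosome 2, 8530865 to 8533779), from 3.41 ± 0.65 to 18.2 ± 0.742 FPKM (2.13, SE 0.13, adjusted p 9.28e-12), and AT4G38820 (chromosome 4, 18121543 to 18121975), from 4.99 ± 1.03 to 24.2 ± 3.56 FPKM (2.08, SE 0.50, adjusted p 0.00248). The largest falls were in the long noncoding RNA AT2G08665 (chromosome 2, 14522522 to 14523568), from 85.7 ± 42.2 to 0.0865 ± 0.00526 FPKM (-6.19, SE 1.73, adjusted p 0.00809), AT2G27420 (chromosome 2, 11726134 to 11727654), from 31.9 ± 0.986 to 3.97 ± 0.56 FPKM (-2.73, SE 0.07, adjusted p 1.05e-17), and LEA3 (AT1G02820, chromosome 1, 623656 to 624567), from 125 ± 2.28 to 19.3 ± 0.607 FPKM (-2.63, SE 0.08, adjusted p 7.57e-17). The SE of AT2G08665 was far above those of the other genes named here, so the size of its fall is uncertain.

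Gene lists fixed before the data were examined were then tested in the same comparisons. The list of early responses to reactive oxygen species (ROS) and mechanical stimuli had 25 of 30 members tested. In WT its median log2 fold change was 1.35 at 10 min, with 24 members higher (camera adjusted p 7.77e-75), and 2.28 at 30 min, with 25 higher (adjusted p 1.31e-64). At 60 min it was -0.30, with 19 of 25 members lower (adjusted p 0.000551). The jasmonate list, with 16 of 18 members tested, had medians of 0.17 (12 higher, adjusted p 1.53e-07), 0.91 (15 higher, adjusted p 1.33e-24) and -1.02 (15 lower, adjusted p 8.79e-19) at 10, 30 and 60 min. The abscisic acid list, with 14 of 16 tested, had medians of 0.15 (12 higher, adjusted p 9.77e-06), -0.05 (7 higher and 7 lower, adjusted p 0.867) and -0.50 (13 lower, adjusted p 5.48e-08). At 30 min its mean level was nonetheless higher after waterlogging, at 0.22 ± 0.03 against -0.01 ± 0.03 relative to WT at 0 min, so the median alone does not describe it. Of the 40 members of the core hypoxia list, 22 were tested, with medians of 0.02 (12 higher, adjusted p 0.19), 0.03 (12 higher, adjusted p 0.0301) and 0.03 (11 higher, adjusted p 0.27). Of the tested members of the early ROS list 24, 25 and 14 were called at 10, 30 and 60 min over all genes, and as many adjusted over the list alone. For the jasmonate list the counts were 6, 14 and 15 over all genes, and 7, 15 and 15 adjusted over the list alone. For the abscisic acid list they were 3, 8 and 11, and 5, 9 and 11 adjusted over the list alone. For the core hypoxia list they were 3, 6 and 7, and 4, 7 and 8 adjusted over the list alone. All camera calls of these 4 lists held with a correlation estimated from the data. The rotation test fry, which asks whether the list's members changed without comparing them with other genes, also passed the threshold for all 4 lists at all 3 times, including those short of it in camera. The call of the core hypoxia list at 30 min was lost without WT waterlogging 30 min replicate 1 (median 0.06, adjusted p 0.0593). It was also lost in the fit of the 6 libraries compared (adjusted p 0.0816), with no filter (adjusted p 0.172) and with a mean of at least 5 FPKM (adjusted p 0.162). This call was therefore marginal.

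Genes named in advance were then examined separately. Several members of the early ROS list rose at 10 and 30 min and were lower than controls at 60 min. TCH4 (AT5G57560) had log2 fold changes of 2.13, 3.13 and -0.74 at 10, 30 and 60 min (SE 0.07, adjusted p 3.2e-16, 1.33e-19 and 1.65e-08). WRKY40 (AT1G80840) had 2.08, 2.59 and -0.66 (SE 0.09, adjusted p 2.74e-14, 1.33e-16 and 2.78e-06), and ZAT10 (AT1G27730) 1.86, 3.02 and -0.71 (SE 0.13, adjusted p 2.41e-10, 1.09e-14 and 0.000162). ZAT12 (AT5G59820) had 1.21, 2.53 and -0.19 (SE 0.19, adjusted p 7.29e-05, 2.05e-10 and 0.483) and CML38 (AT1G76650) 1.02, 2.28 and -0.36 (SE 0.21, adjusted p 0.00227, 1.01e-08 and 0.219), the value of CML38 at 10 min falling short of the threshold with a pseudocount of 0.1 (adjusted p 0.0513). JAZ10 (AT5G13220) had -0.17, 0.94 and -1.15 (SE 0.16, adjusted p 0.768, 0.000131 and 5.17e-06). RD29A (AT5G52310) had 0.20, -0.21 and -0.50 (SE 0.05, adjusted p 0.0177, 0.00513 and 5.17e-08), with the change at 10 min short of the threshold in the fit of the 6 libraries compared (adjusted p 0.12), under quantile normalization (adjusted p 0.0867) and with protein-coding genes at equal totals (adjusted p 0.0626). Of the hypoxia markers, ADH1 (AT1G77120) and PGB1 (AT2G16060) did not pass the threshold at any time, with the smallest adjusted p at 0.346. LBD41 (AT3G02550) had -0.15 and -0.43 at 10 and 30 min (SE 0.16, adjusted p 0.805 and 0.0859), the fall at 30 min passing the threshold in the fit of the 6 libraries compared (adjusted p 0.0213), and rose at 60 min (0.48, SE 0.16, adjusted p 0.0254), a call lost in 3 of 6 fits that each left out a library, among them the one without WT waterlogging 60 min replicate 3 (0.40, adjusted p 0.113). PDC1 (AT4G33070) and HRE2 (AT2G47520) lay under the filter, with means over all libraries of 0.0912 and 0.122 FPKM.

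The comparison within libraries labelled rbohD asked for the same response where RBOHD was meant to be disrupted. At 60 min, 10328 genes were called against the matched controls, 4602 higher and 5726 lower, 1622 of them at least 2-fold. The fit of only those 6 libraries called 7696. EXLA1 (AT3G45970, chromosome 3, 16896166 to 16897308) rose from 4.02 ± 0.815 to 236 ± 24.8 FPKM (5.57, SE 0.12, adjusted p 2.59e-21), MIOX2 from 0.954 ± 0.093 to 54.1 ± 5.35 FPKM (4.81, SE 0.13, adjusted p 3.11e-19) and AT1G72416 from 2.07 ± 0.329 to 84.2 ± 6.98 FPKM (4.796, SE 0.16, adjusted p 2.06e-17). AT2G15128 (noncoding RNA, chromosome 2, 6564104 to 6564316) was listed at 0 in the waterlogged libraries and at 44.1 ± 23.3 FPKM in the controls. AT2G27420 fell from 129 ± 7.66 to 4.03 ± 0.533 FPKM (-4.69, SE 0.07, adjusted p 1.45e-23) and BBX31 (AT3G21890, chromosome 3, 7708833 to 7709933) from 20.9 ± 0.891 to 0.380 ± 0.337 FPKM (-4.02, SE 0.17, adjusted p 9.19e-16). The early ROS list had a median of 1.08 (23 of 25 higher, adjusted p 6.15e-11) and the jasmonate list one of 2.03 (16 of 16 higher, adjusted p 1.2e-15). The abscisic acid list (-0.42, 9 of 14 lower, adjusted p 0.115) and the core hypoxia list (-0.03, 11 of 22 lower, adjusted p 0.3) stayed short of the threshold in camera. In fry both passed it. The mean level of the core hypoxia list nonetheless rose with waterlogging, from -0.10 ± 0.02 to 0.13 ± 0.01 relative to WT at 0 min. Called members of the 4 lists, in the order early ROS, jasmonate, abscisic acid and core hypoxia, numbered 23, 16, 11 and 16, with the same counts adjusted over the list alone.

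The effect of waterlogging at 60 min was compared between the genotype labels directly. Across the 17491 tested genes the log2 fold changes of the genotypes, which share no library, correlated with Pearson's r of 0.507 and Spearman's rho of 0.582, where genes are not independent replicates. Over the 11060 genes called in either genotype r was 0.621, and with a pseudocount of 0.1 over all tested genes it was 0.386. Both comparisons called 4464 genes, where independent calls would share 3068, and 4107 of these had the same direction. The interaction term, which tests the difference of the effects itself, passed the threshold in 6017 genes, 2636 with a more positive and 3381 with a more negative change in libraries labelled rbohD, and 806 differed by at least 2-fold. Of the 4 lists, early ROS (median interaction 1.44, 24 of 25 positive, adjusted p 3.75e-21) and jasmonate (3.22, 16 of 16 positive, adjusted p 8.71e-33) differed between the genotype labels, with 22 and 16 members called over all genes and 23 and 16 adjusted over the list alone. Abscisic acid (0.10, 8 of 14 positive, adjusted p 0.282) and core hypoxia (-0.16, 10 of 22 positive, adjusted p 0.282) did not in camera, but did in fry. Their called members numbered 9 and 10, and 9 and 11 adjusted over the list alone. The negative median does not describe the core hypoxia list, of which 6 members were called positive and 4 negative. Relative to WT at 0 min, its mean level rose from -0.10 ± 0.02 to 0.13 ± 0.01 in libraries labelled rbohD. In WT it rose less, from 0.06 ± 0.02 to 0.14 ± 0.04.

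**Figure D4:**
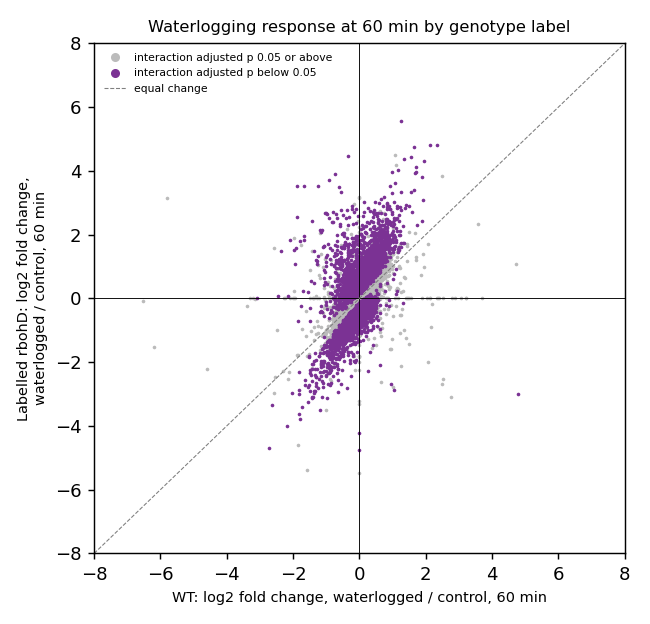
Log2 fold change of each tested gene after 60 min of waterlogging in WT (horizontal axis) and in libraries labelled rbohD (vertical axis), on the log2(FPKM + 1) scale. Coloured points mark the 6017 genes whose interaction adjusted p is under 0.05, and the dashed line marks equal change.

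The largest positive interactions were in PR1 (AT2G14610, chromosome 2, 6241640 to 6242541), PHI-1 and AT4G17470 (chromosome 4, 9742350 to 9744867), with values of 5.41 (SE 0.33, adjusted p 5e-12), 4.81 (SE 0.13, adjusted p 1.22e-18) and 4.76 (SE 0.21, adjusted p 1.18e-14). In libraries labelled rbohD PR1 stood at 2.76 ± 0.678 FPKM in controls and 41.7 ± 2.18 FPKM after waterlogging, PHI-1 at 1.23 ± 0.463 and 47.6 ± 1.58 FPKM, and AT4G17470 at 0.479 ± 0.291 and 15.7 ± 1.7 FPKM. The most negative fitted interactions belonged to the short genes AT2G12461 (chromosome 2, 5049953 to 5050087), AT4G06255 (snoRNA, chromosome 4, 8460220 to 8460346) and AT4G06305 (snoRNA, chromosome 4, 8712523 to 8712660), which were listed at 0 in the waterlogged libraries labelled rbohD. Their controls varied widely, at 174 ± 302.2, 96.9 ± 94.6 and 57.1 ± 57.7 FPKM, and overlapped the waterlogged libraries, since 2 of 3 controls of AT2G12461 and 1 of 3 of each of the others were listed at 0 too. In WT at 60 min AT2G12461 was listed at 0 in the controls and stood at 96.2 ± 84.7 FPKM after waterlogging, with 1 of 3 libraries at 0, and the other genes were listed at 0 throughout. These interactions are therefore not read as responses, and none of these calls was kept in the fit of the 4 groups alone (adjusted p 0.123, 0.13 and 0.131). Of the genes named in advance, TCH4 (4.63, SE 0.10, adjusted p 2.51e-20), JAZ10 (3.25, SE 0.23, adjusted p 7.29e-11), WRKY40 (3.18, SE 0.13, adjusted p 1.85e-15), CML38 (1.96, SE 0.30, adjusted p 1.32e-05), ZAT10 (1.93, SE 0.18, adjusted p 1.41e-08), ZAT12 (0.86, SE 0.26, adjusted p 0.0135) and RBOHD (0.82, SE 0.09, adjusted p 1.98e-07) had positive interactions, that of ZAT12 falling short of the threshold under quantile normalization (adjusted p 0.0564). RD29A (-0.32, SE 0.07, adjusted p 0.00107) and LBD41 (-0.61, SE 0.23, adjusted p 0.0386) had negative ones, and LBD41 was not called in the fit of the 4 groups alone (adjusted p 0.0824), with no filter on low values (adjusted p 0.0568) or with the rRNA split as a term (adjusted p 0.0989). ADH1 and PGB1 were not called (adjusted p 0.632 and 0.178).

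The series names the 0 min samples as its reference. Against 0 min controls of the same genotype label, waterlogged WT leaves differed in 2553 genes at 10 min (1035 higher, 1518 lower), 3741 at 30 min (1569 higher, 2172 lower) and 6456 at 60 min (3041 higher, 3415 lower). Waterlogged leaves labelled rbohD differed in 9570 genes at 60 min (4033 higher, 5537 lower). RBOHD was higher in waterlogged WT leaves than at 0 min by 0.86 and 1.44 at 10 and 30 min (SE 0.06, adjusted p 5.46e-10 and 1.75e-14) and lower by a log2 change of -0.34 at 60 min (adjusted p 0.000162). In waterlogged leaves labelled rbohD it was lower than at 0 min (-0.60, SE 0.06, adjusted p 3.21e-08). These comparisons include what differed between untreated plants of the same sampling times.

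Controls themselves differed between sampling times. Each time is a separate group of libraries, and the labels do not describe growth or handling. A difference between times therefore need not be a change within plants. Against 0 min, WT controls differed in 1388 genes at 10 min (457 higher, 931 lower), 685 at 30 min (338 higher, 347 lower) and 2181 at 60 min (1088 higher, 1093 lower), and controls labelled rbohD in 4051 genes at 60 min (1780 higher, 2271 lower). These counts fell most in the fits of only the libraries compared, to 481, 267, 1453 and 2438. VSP1 (AT5G24780, chromosome 5, 8507590 to 8509201) rose in WT controls from 5.61 ± 1.16 to 42.4 ± 0.607 FPKM at 30 min (2.73, SE 0.08, adjusted p 2.16e-16) and 56.4 ± 2.54 FPKM at 60 min (3.13, SE 0.08, adjusted p 1.05e-17). AT4G17470 rose by 2.83 at 60 min (SE 0.15, adjusted p 9.83e-13). At 10 min AT5G11975 (chromosome 5, 3863277 to 3863671) rose by 2.30 (SE 0.62, adjusted p 0.0227), a call lost in the fit of the 6 libraries (adjusted p 0.146). It was also lost in 3 of 6 fits that each left out a library, where the rise ranged from 1.47 to 2.72 (adjusted p up to 0.168). AT4G39363 at 10 min and U1.6 at 30 min were listed at 0 in the 0 min controls and at 662 ± 163 and 18.02 ± 8.52 FPKM later. BGL2 stood at 41.8 ± 2.05 FPKM at 0 min and 10.7 ± 1.13 and 7.89 ± 0.475 FPKM at 10 and 30 min (-1.88 and -2.27, SE 0.09, adjusted p 1.62e-11 and 4.24e-14). BBX32 (AT3G21150, chromosome 3, 7412445 to 7413727) changed by -1.37 at 10 min and -1.87 at 60 min (SE 0.15, adjusted p 8.74e-07 and 1.22e-09), PR1 by -1.83 at 30 min (SE 0.23, adjusted p 1.07e-05), and CGA1 (AT4G26150, chromosome 4, 13253084 to 13255106) by -2.02 at 60 min (SE 0.14, adjusted p 2.86e-10).

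RBOHD itself was higher at 60 min than at 0 min in WT controls (0.40, SE 0.06, adjusted p 8.54e-05) and lower in controls labelled rbohD (-0.67, SE 0.06, adjusted p 2.14e-08). In WT controls at 30 min its rise fell just short of the threshold (0.22, SE 0.06, adjusted p 0.0556). That rise passed under quantile normalization (adjusted p 0.0136), with a mean of at least 5 FPKM (adjusted p 0.0396) and with trend and robust options (adjusted p 0.0487). In controls labelled rbohD the 60 min libraries differed from 0 min most in THI2.1 (AT1G72260, chromosome 1, 27198356 to 27199468), at 0.0441 ± 0.0382 against 159 ± 5.88 FPKM (-7.26, SE 0.11, adjusted p 9.09e-24), and NATA1 (AT2G39030, chromosome 2, 16298110 to 16299205), at 0.211 ± 0.0615 against 95.4 ± 6.48 FPKM (-6.31, SE 0.16, adjusted p 3.37e-19). WSD1 (AT5G37300, chromosome 5, 14767426 to 14770396) rose by 2.02 (SE 0.09, adjusted p 9.94e-15) and AT2G32160 (chromosome 2, 13662138 to 13666383) by 1.34 (SE 0.07, adjusted p 4.84e-13). The circadian clock list, with 11 of 13 members tested, was lower than at 0 min in WT controls at 10 min (median -0.21, 11 of 11 lower, adjusted p 4.55e-11), 30 min (-0.15, 8 lower, adjusted p 0.0167) and 60 min (-0.24, 10 lower, adjusted p 6.25e-09), with 6, 3 and 6 members called over all genes and 6, 7 and 6 adjusted over the list alone. In controls labelled rbohD the change was -0.11 (9 lower, adjusted p 0.113), with 5 members called and 6 adjusted over the list alone. The 30 min call did not hold with an estimated correlation (adjusted p 0.168), whereas those at 10 and 60 min did, and fry passed the threshold in all 4 comparisons. Whether the clock list differed between the genotype labels in this change was not tested.

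Genotype labels were compared at the 3 shared conditions. At 0 min 5668 genes differed, 2865 higher and 2803 lower in libraries labelled rbohD. Which direction prevailed depended on scaling, with 2538 higher and 3533 lower under quantile normalization and 3176 higher and 2386 lower with protein-coding genes at equal totals. In the 60 min controls 6747 differed (3318 higher, 3429 lower), and in the waterlogged leaves at 60 min 6053 (2557 higher, 3496 lower). With the rRNA split as a term, which WT waterlogging 60 min replicate 3 alone makes possible, the counts were 2299, 3079 and 3599. Of the genes called at 0 min and in the 60 min controls, 2730 had the same and 754 the opposite direction. In all 3 conditions 578 genes were higher and 741 lower. THI2.1 (0.0202 ± 0.0351 FPKM in WT, 7.29, SE 0.11, adjusted p 1.07e-23) and VSP1 (618 ± 30.5 against 5.61 ± 1.16 FPKM, 6.56, SE 0.08, adjusted p 2.6e-25) were higher in libraries labelled rbohD at 0 min. AT1G13650 (chromosome 1, 4680290 to 4682382) was lower (-1.91, SE 0.06, adjusted p 5.06e-18), as was the short AT1G04017 (chromosome 1, 90169 to 90401, -3.43, SE 1.16, adjusted p 0.0256), whose difference all but disappeared with the rRNA split as a term (-0.41, adjusted p 0.938). Its call was also lost in the fit of the 6 libraries (adjusted p 0.0511), with a pseudocount of 0.1 (adjusted p 0.0647) and in 4 of 6 fits that each left out a library (adjusted p up to 0.106). In the 60 min controls ELIP2 (AT4G14690, chromosome 4, 8418242 to 8419325, 3.35, SE 0.15, adjusted p 1.16e-14) and MRD1 (3.23, SE 0.23, adjusted p 6.52e-11) were higher, and TCH4 (-3.28, SE 0.07, adjusted p 4.12e-20) and PHI-1 (-3.13, SE 0.09, adjusted p 4.49e-18) lower. In waterlogged leaves PR1 (4.997, SE 0.23, adjusted p 5.88e-14) and MRD1 (3.56, SE 0.23, adjusted p 3.11e-11) were higher, and NEET (AT5G51720, chromosome 5, 21009347 to 21010345, -2.38, SE 0.21, adjusted p 5.31e-09) and AT5G57760 (chromosome 5, 23400715 to 23401267, -1.76, SE 0.24, adjusted p 4.02e-06) lower.

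The levels of the early ROS and jasmonate lists in each library show how these comparisons fit together. Relative to WT at 0 min, the mean log2(FPKM + 1) of the jasmonate list was 1.58 ± 0.06 in WT controls and 0.56 ± 0.03 in waterlogged WT leaves at 60 min. In libraries labelled rbohD it was 2.85 ± 0.01 at 0 min, 0.11 ± 0.08 in the 60 min controls and 2.08 ± 0.10 after waterlogging. The direction of a change at 60 min therefore depended on the control chosen: for waterlogged leaves labelled rbohD the median of the jasmonate list was 2.03 against the 60 min controls and -0.79 against 0 min, and for waterlogged WT leaves -1.02 and 0.45.

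**Figure D5:**
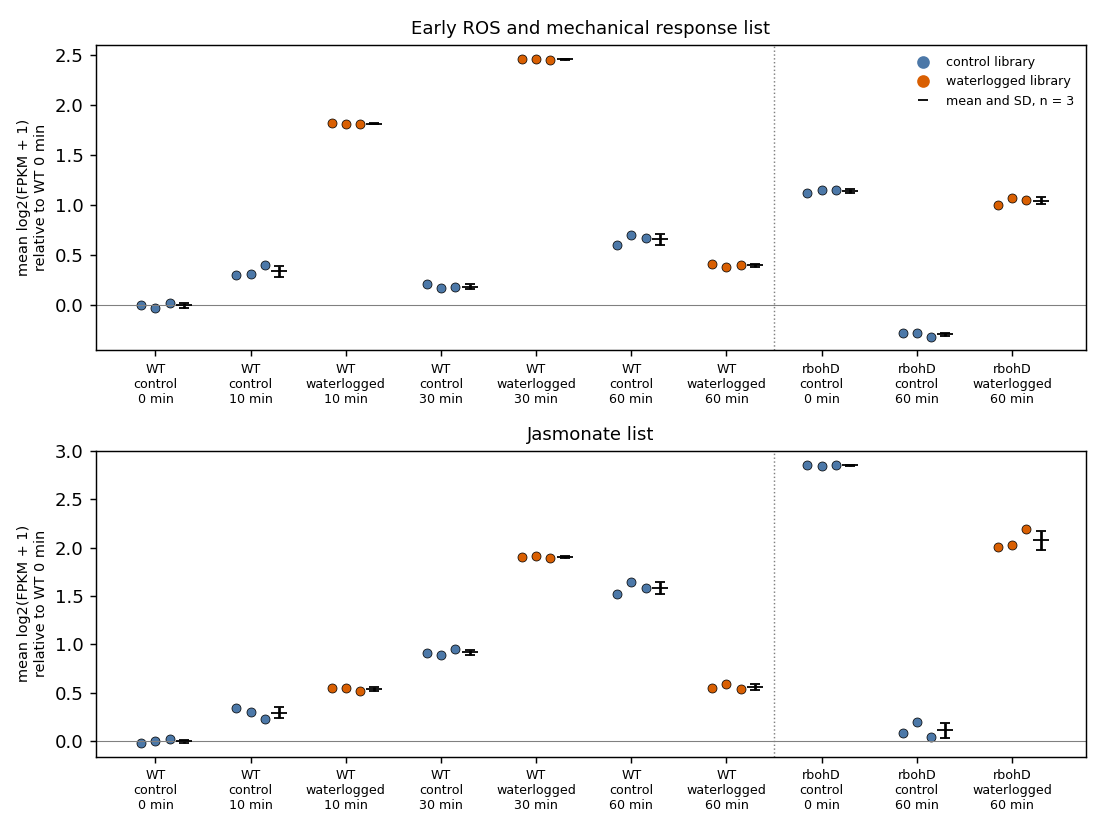
Mean log2(FPKM + 1) over the 25 tested genes of the early ROS list (upper panel) and the 16 of the jasmonate list (lower panel) in each library, relative to the mean of WT at 0 min, with the mean and SD of each group of 3. In libraries labelled rbohD the jasmonate list stands at 2.85 at 0 min, 0.11 in the 60 min controls and 2.08 after 60 min of waterlogging.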

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

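The results here stand out because the effect of waterlogging at 60 min differed between the genotype labels in a test of the difference itself. The counts of other splits were planned before the data were examined. The tests of the rRNA split, of the controls as the source and of exchanged libraries were chosen after the results were seen. Groups of 3 libraries were too small to test for outlying libraries.

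The interaction passed the threshold in 6017 genes. Of the 200 ways to exchange genotype labels within each treatment, 100 were fitted, the real one and others drawn at random, and in 1 of them, the real one, as many genes were called. The other splits called at most 4095 and a median of 0, and such splits can themselves compare real differences between the groups. The libraries labelled rbohD carry more residual rRNA, but within each label the waterlogged and control libraries at 60 min are on the same side of that split, apart from WT waterlogging 60 min replicate 3. With the split as a term the count was 5509, and the lists below kept their calls. A level shift common to libraries labelled rbohD cancels in the interaction. What the labels name, the genotype, remains open as a biological explanation, with the limit that RBOHD itself was not lower in these libraries at 0 min.

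The early ROS list (median interaction 1.44) and the jasmonate list (3.22) moved in opposite directions in the genotype labels. If the 60 min controls alone were the source, the lists would differ little between labels in waterlogged leaves. This assumes that the labels did not differ before treatment. In the controls the jasmonate list was lower in libraries labelled rbohD by a median of -1.54, and in waterlogged leaves it was higher, by 1.45. For the early ROS list the values were -0.92 and 0.58. For the jasmonate list the waterlogged leaves thus differ by nearly as much as the controls. This cannot decide whether the controls are its whole source, since the list already differed between the labels at 0 min. Against 0 min its median changed by 1.63 in WT controls and -2.26 in controls labelled rbohD. In waterlogged leaves the changes were smaller, at 0.45 and -0.79. How much of the jasmonate interaction comes from the controls is therefore left open. For the early ROS list the difference in waterlogged leaves is smaller than in the controls, and how much of it comes from the controls is left open. At 0 min both lists were already higher in libraries labelled rbohD, by 2.44 and 1.14, before any treatment. Handling or growth could differ between these groups. The labels do not describe either, and they were not separated from the genotype by a test.

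Single genes with a tested difference were PR1 (5.41), PHI-1 (4.81), AT4G17470 (4.76), TCH4 (4.63), JAZ10 (3.25), WRKY40 (3.18), CML38 (1.96), ZAT10 (1.93), ZAT12 (0.86), RBOHD (0.82), LBD41 (-0.61) and RD29A (-0.32). TCH4, JAZ10, WRKY40, CML38, ZAT10 and ZAT12 are members of the lists above and follow the same directions. LBD41 lost its call in 7 of 12 fits that each left out a library, and its range was -0.74 to -0.43.

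RBOHD did not bear out the labels, which raises the question of mislabelled libraries. In 280 genes all 9 libraries labelled rbohD lay apart from all 21 WT libraries. That count alone settles nothing, since another choice of 3 of the 10 groups reached 291. A further test was added because of that. Undoing an exchange of 1 library labelled rbohD with 1 WT library left at most 14 such genes over the 189 possible exchanges, which argues against such an exchange. An exchange of whole groups was not tested, nor whether the mutant allele still gives reads over the gene.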

How the results depend on the processing

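The settings compared here were fixed before the data were examined, except eBayes with trend and robust options, the term for the residual rRNA split, and the scaling of protein-coding nuclear genes to equal totals, which were chosen after seeing the data. Alternatives that need counts, among them other size factors and count filters, were not run on FPKM.

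Numbers of called genes kept within 1.5 times of the reported count under a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, quantile normalization, trend and robust options, equal totals and the replicate block, in all 16 comparisons. Fitting only the groups compared, which leaves fewer libraries to estimate the spread, lowered the count for WT controls against 0 min to 481 at 10 min, 267 at 30 min and 1453 at 60 min, for controls labelled rbohD to 2438, and for the genotype labels in waterlogged leaves to 3266. Of those, 428, 247, 1321, 2316 and 3177 genes were also called in the fit of all libraries. With the rRNA split as a term the genotype counts were 2299 at 0 min, 3079 in 60 min controls and 3599 in waterlogged leaves. That term rests on 1 WT library. Leaving out 1 library gave from 849 to 1031 genes for WT control 10 min against 0 min, where WT control 10 min replicate 2 (849) and WT control 0 min replicate 3 (922) moved it most, and from 445 to 528 for WT control 30 min against 0 min, with 445 without WT control 30 min replicate 2. No other count moved by more than 1.5 times when a library was left out.

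The split of higher and lower calls moved by over 10 percentage points with scaling in several comparisons. Under quantile normalization WT waterlogging 30 min against its controls had 1298 higher and 1187 lower (reported 1361 and 717), WT waterlogging 10 min against 0 min 1172 and 1074 (1035 and 1518), WT control 10 min against 0 min 646 and 535 (457 and 931), WT control 30 min against 0 min 438 and 216 (338 and 347), and rbohD control 60 min against 0 min 2589 and 1726 (1780 and 2271). With protein-coding genes at equal totals the same comparisons, apart from WT control 30 min, had 1251 and 1032, 900 and 2427, 373 and 1427, and 1303 and 2771, and WT waterlogging 30 min against 0 min had 1437 and 3141 (1569 and 2172). Higher calls prevailed for WT waterlogging 30 min against its controls, and lower calls for WT waterlogging 30 min against 0 min, under each scaling. In the other comparisons named here the prevailing direction was not the same under all scalings. With smaller shifts this was also so for rbohD against WT at 0 min (2538 and 3533 under quantile normalization, 3176 and 2386 at equal totals, 2865 and 2803 as reported), rbohD against WT in 60 min controls (3482 and 3057, 3465 and 3267, 3318 and 3429), rbohD waterlogging 60 min against 0 min (4826 and 4689, 3613 and 6098, 4033 and 5537), WT waterlogging 60 min against its controls (2761 and 2651, 2554 and 2677, 2566 and 2630) and WT control 60 min against 0 min (1209 and 1081, 992 and 1387, 1088 and 1093).

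Of the gene lists, early ROS and jasmonate kept their direction and call in every comparison under every setting tried. The medians of the early ROS list in WT ranged from 1.24 to 1.90 at 10 min and from 2.09 to 2.60 at 30 min over the settings that kept all libraries. The core hypoxia list had medians near 0 that changed sign. With a mean of at least 5 FPKM it stood at -0.0427 in WT at 10 min, 0.00225 at 30 min (adjusted p 0.162), 0.0260 in libraries labelled rbohD and 0.10 for the interaction. With no filter its median in WT at 30 min was 0 (adjusted p 0.172), and in the fit of the 6 libraries it was 0.0345 with an adjusted p of 0.0816. Across the fits that each left out 1 library it ranged from -0.00853 to 0.0496 in WT at 10 min, from 0.00988 to 0.0656 at 30 min (adjusted p from 0.0216 to 0.0593) and from -0.12 to 0.0506 in libraries labelled rbohD. The sign changed without WT control 10 min replicate 1 and without rbohD control 60 min replicate 1. The abscisic acid list in WT at 30 min ranged from -0.0699 to 0.00666 and changed sign without WT control 30 min replicate 1. The clock list in WT controls at 30 min fell short of the threshold in the fit of the 6 libraries (-0.15, adjusted p 0.0822), with a mean of at least 5 FPKM (-0.12, adjusted p 0.0649) and with an estimated correlation (-0.15, adjusted p 0.168). In fry 8 further pairs passed the threshold, with medians given in brackets. For core hypoxia they were WT at 10 min (0.0201) and 60 min (0.0315), libraries labelled rbohD (-0.0318) and the interaction (-0.16). For abscisic acid they were WT at 30 min (-0.0457), libraries labelled rbohD (-0.42) and the interaction (0.10). The last was the clock in controls labelled rbohD (-0.11). The median and the mean level did not always share a sign. In libraries labelled rbohD the mean level of core hypoxia rose from -0.10 to 0.13, more than in WT (0.06 to 0.14). That of abscisic acid in WT at 30 min was 0.22 after waterlogging against -0.01 in controls. By its construction fry does not compare a list with other genes.

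The correlation of the 60 min responses was 0.621 over genes called in either genotype, 0.386 with a pseudocount of 0.1, 0.5675 with a mean of at least 5 FPKM and 0.6047 with protein-coding genes at equal totals, against 0.507 as reported. By leaving out libraries it ranged from 0.475 to 0.516, and its jackknife error over the 12 libraries was 0.0403. Low genes weigh more at the smaller pseudocount. For the other changes in this part the cause was not tested.

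Of the named genes, those whose direction changed had fold changes near 0 that were not called. ADH1 in WT at 30 min was -0.00673 under quantile normalization and -0.00941 at equal totals, and ranged from -0.0394 to 0.0887 when a library was left out. In libraries labelled rbohD ADH1 was -0.0526 under quantile normalization and ranged from -0.0618 to 0.0799. PGB1 in WT at 10 min ranged from -0.20 to 0.0832, and LBD41 in libraries labelled rbohD from -0.26 to 0.0529. RBOHD between the genotype labels in waterlogged leaves was 0.00214 under quantile normalization and 0.00612 at equal totals, and ranged from -0.11 to 0.0747. RBOHD after waterlogging in libraries labelled rbohD ranged from -0.0344 to 0.15 (adjusted p from 0.045 to 0.607). Among the calls of named genes, 31 were weaker and 1 stronger when a library was left out, 8 weaker and 1 stronger in the fits of only the groups compared, and 4 weaker with the rRNA split as a term. Under quantile normalization 2 were weaker and 1 stronger, and with a pseudocount of 0.1 there were 2 weaker. No filter and equal totals each gave 1 weaker. A mean of at least 5 FPKM and trend and robust options each gave 1 stronger. Under those last settings and quantile normalization the stronger call was RBOHD in WT controls at 30 min. AT4G39363 after waterlogging at 10 min was lost in every fit that left out a library (adjusted p from 0.0623 to 0.0786), and in WT control 10 min against 0 min it was lost in 5 of 6 (adjusted p from 0.0489 to 0.0634).

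The replicate number as a replicate block changed no call of a list or a named gene, and the count of WT waterlogging 10 min against its controls was 852 with it. Deviations of same-numbered libraries from their group means correlated between -0.145 and 0.15 across genes, and in 0 comparisons did all 3 pairs exceed 0.1, so the numbers were not treated as pairs.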

Other observations

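The tests of the iron lists, of the dark, sugar and light lists, of hypoxia genes under the filter and of other splits were set before their results were seen. The tests of the rRNA split and of the clock lists were chosen after related values had been seen. The marker lists were written after the comparisons had been looked at, leaving out genes seen there apart from those of the clock.

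For the comparisons of 3 against 3 libraries there are 10 splits, so the share of splits as large as the real one cannot be under 0.1. In each of the 15 such comparisons 1 of 10 splits, the real one, gave as many called genes. The largest count of another split was 109, for waterlogging in libraries labelled rbohD. The real counts ran from 685 to 10328. The share alone is therefore too coarse to decide. The low counts of the other splits do not settle it either, since a split that mixes the groups puts their difference into the spread. However, at most 1 gene was called in any of the 20 simulations without change, which took the libraries as independent. In the 15 comparisons 21.78% to 55.87% of genes had groups that did not overlap, where 10% is the share by chance. These values argue against independent noise as the source of the counts. Shifts shared by many genes of a library were not simulated, so chance shifts of that kind are left open. The values do not say which difference between the groups made the counts.

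Libraries labelled rbohD differed from WT in 5668, 6747 and 6053 genes at the 3 conditions, and the residual rRNA split nearly coincides with the label. The departure of the WT library on the high side from its group mates was set against the rbohD minus WT difference at 0 min. If whatever raised the rRNA level made all of that difference, the slope would be near 1. A cause of only part of it would give a lower slope. The differences at 0 min and in waterlogged leaves correlated with Pearson's r of 0.489, so they were shared only in part. For WT 0 min libraries the difference in 60 min controls was used. The slope of the library on the high side was 0.0554, within -0.0631 to 0.0981 for the other 20 WT libraries. This is 1 library, so for differences common to the 3 conditions the split and the label cannot be told apart. A constant shift does not explain genes that change sides: 754 genes were called in opposite directions at 0 min and in the 60 min controls, where the libraries stand on the same sides of the split.

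A set of iron-related genes was higher in all libraries labelled rbohD, among them bHLH39, whose lowest value there was 59.5 FPKM and whose highest in WT was 18.1 FPKM. For BTS the lowest value in libraries labelled rbohD was 118 FPKM and the highest in WT 67.3 FPKM. These genes were named after their values were seen. Over the 20 most separated genes the WT library with high rRNA lay at a median position of 0.00796 on a scale from its group mates (0) to waterlogged leaves labelled rbohD (1), which again rests on 1 library and leaves the rRNA split open. Lists of other iron genes were then tested. The list that rises in iron deficiency, with 6 of 12 members tested, had medians of 1.17, 0.82 and 1.20 at 0 min, in 60 min controls and in waterlogged leaves (6, 5 and 6 of 6 higher, camera adjusted p 1.05e-07, 0.000172 and 8.88e-08). The list that falls, with 8 of 9 tested, had -0.36, 0.03 and -0.94 (6, 4 and 8 of 8 lower, adjusted p 0.0766, 0.347 and 1.28e-06). Both moved as an iron deficiency response would, and past the threshold in camera, in 1 of 3 conditions, the waterlogged leaves. At 0 min both had that direction, with the falling list short of the threshold in camera but past it in fry (adjusted p 9.53e-05). In the 60 min controls the falling list went both ways, with 3 members called higher, against that direction, and 1 lower. It passed the threshold in fry there too (adjusted p 0.00405). This explanation was therefore not settled. An iron deficiency response may be present, with iron supply and the genotype both open.

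At 60 min waterlogged leaves differed from controls in genes of light, sugar and the clock. Lists of genes not seen before moved as a lower light or sugar status would have them in 2 of 2 genotypes. The list higher in dark or low sugar rose by a median of 0.50 in WT and 1.66 in libraries labelled rbohD (15 of 15 higher in each, adjusted p 4.94e-10 and 3.64e-09), and the light-induced list fell, with -0.88 (11 of 12 lower, adjusted p 2.2e-11) and -1.59 (10 of 12 lower, adjusted p 9.26e-08). A candidate explanation is lower light or sugar in waterlogged leaves than in their 60 min controls, whether from the treatment or from the place or time of sampling, which the labels do not separate. These lists were not tested at 10 and 30 min or against 0 min. Whether the waterlogged leaves or the 60 min controls departed is therefore open. The morning clock list fell as well, by -0.62 and -1.56 (6 of 6 lower in each, adjusted p 1.25e-08 and 6.06e-07), but the later clock list went both ways, with 0.24 and 0.14 (3 of 5 higher in each, adjusted p 0.48 and 0.691). In fry, which does not compare a list with other genes, the morning and the later list both passed the threshold in each genotype. For the later list the fry adjusted p was 0.0167 in WT and 2.94e-09 in libraries labelled rbohD. Of its members 3 were called higher and 1 lower in each. By camera the pattern of a later sampling time was complete in 0 of 2 genotypes, where the explanation was that waterlogged samples taken later in the day than their controls differ by the clock. With 5 genes in the later list this stays open.

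The median of the core hypoxia list stayed near 0 in all 4 time-matched comparisons, and 18 of its 40 members lay under the filter. Its mean level did rise with waterlogging, for example from -0.08 ± 0.01 to 0.13 ± 0.04 in WT at 30 min, where camera called the list, and from -0.10 ± 0.02 to 0.13 ± 0.01 in libraries labelled rbohD at 60 min (log2 scale relative to WT at 0 min, SD, n = 3). In WT at 60 min 3 of these 18 had all waterlogged libraries above all controls and a waterlogged mean of at least 1 FPKM: ACO1 (1.05 ± 0.368 against 0.684 ± 0.0338 FPKM), AT1G33055 (1.28 ± 0.319 against 0.535 ± 0.126 FPKM) and AT1G19530 (1.20 ± 0.416 against 0.386 ± 0.0849 FPKM, n = 3). They were picked by their values. In the other 3 time-matched comparisons 0 did. The filter on low values removed some genes that could be induced, but values this low are imprecise and 3 genes do not decide it.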
